A study of Mus musculus with 15 samples. Its data were reported in "Dynamic enhancers control skeletal muscle identity and reprogramming" (2019).

How the data were processed

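The samples were quadriceps from sedentary control mice, mice given running wheels (Ex) and mice with muscle-specific overexpression of *Ppargc1a* (mTg), with 5 RNA-seq libraries in each of these 3 groups. Groups and replicate numbers were taken from the sample labels. Per the study's methods, polyadenylated RNA was sequenced with a stranded kit as single-end reads. Mice were male, and exercised mice had free access to wheels for weeks and were harvested within hours of their last bout. The training was thus chronic. Transgenic mice were used beside wild-type littermates. Whether the 5 control libraries come from such littermates or from purchased sedentary mice is not given in the sources used here. The study describes comparisons between control and Ex or mTg animals, but does not state that each library is from a separate animal. The p-values therefore measure only the spread between these samples, part of which may be technical.

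The authors aligned reads to mm10 with STAR and compared Ex with controls and mTg with controls with DESeq2, run as an application of version 1.1.0 per the submitters' processing notes. The gene annotation and the counting tool are not given in the sources used here, nor is the treatment of reads that match several genes. Values per library are FPKM as deposited by the authors. The deposited table of all libraries lists 12529 genes, of which 21 carry symbols that a spreadsheet turned into dates; these were kept in the tests under the names given and are not named in the text. Comparison with the authors' deposited tables of changed genes, which repeat the FPKM of their 10 libraries, showed that the control and Ex columns were scaled together and the mTg columns in a separate normalization with the controls. Between these normalizations the control values differ by 1 constant per library, between 0.993 and 1.01. The authors' deposited tables of changed genes also hold log2 fold changes with standard errors, a test score (the Wald statistic), p-values, adjusted p-values and mean normalized read counts. They list genes with an adjusted p under 0.05, 1562 for Ex and 5582 for mTg. The log2 fold changes in the authors' deposited tables are shrunken toward 0, with a slope on the log2 ratio of mean FPKM of 0.704 for Ex and 0.899 for mTg.

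Depth was recovered from the FPKM. A gene's FPKM in a library are whole multiples of the value of 1 read, and with the mean normalized counts of the authors' deposited tables they gave whole reads for 100% of the values checked (tolerance 0.00100 reads). Whole reads were then found for all 12529 genes (tolerance 0.01), and the reads from both routes were equal for 1544 of 1544 genes in the Ex table and 5494 of 5495 in the mTg table. Reads assigned to the listed genes ranged from 11475817 to 16917490 per library. No pair of libraries within a group agreed within counting noise (chi-square per gene between 4.58 and 27.3), so each library was counted once.

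FPKM as deposited were tested on the log2(FPKM + 1) scale, which understates the change of weakly expressed genes, among 11674 genes with a mean of at least 0.5 FPKM over all 15 libraries. Each comparison (Ex with controls, mTg with controls, and Ex with mTg) was fitted on its own 10 libraries with limma 3.58.1 in R 4.3.3 (linear model, moderated with a mean-variance trend, two-sided), with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. Fold changes are Ex or mTg over controls, or Ex over mTg. Gene lists were tested with limma's camera at a preset correlation between genes of 0.01, and again with a correlation estimated for each list, adjusting over the lists tested. Of 38 lists, 34 had at least 5 tested members. They cover slow and fast fibers, the respiratory chain complexes, ATP synthase, the TCA cycle, mitochondrial and cytosolic ribosomes, fatty acid oxidation, lipid uptake and storage, glycolysis, glycogen, branched-chain amino acids and ketone bodies, antioxidant enzymes, the circadian clock, immediate early genes, glucocorticoid and FoxO targets, heat shock and unfolded protein response, interferon response, extracellular matrix, angiogenic factors, the neuromuscular junction and denervation, nuclear receptors and cofactors, regulators that the study names, the proteasome, candidates for strain variants, and markers of macrophages, endothelium, fibroblasts, adipocytes, satellite cells, smooth muscle and pericytes, Schwann cells, erythroid cells, neutrophils, lymphocytes and tendon. The muscle sampled is whole tissue, so these markers describe a mixture of cells.

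The share of each adult myosin heavy chain isoform in the sum of the 4 was compared with exact two-sided permutation tests, adjusted over 12 tests. Both comparisons with controls share their control libraries. Their overlap was therefore set beside 100 simulations without group effects, beside the overlap of independent lists, and beside 20 splits of the controls into 2 and 3 libraries. Splits of the libraries other than the real one were drawn at random, 100 per comparison with the real split included. Positions come from a GENCODE annotation of mm10, with 99.4% of symbols matched. The test was tried on simulated data with 200 changed genes. For Ex and controls (11553 genes) it recovered 64.2% of genes changed 1.5-fold, 94.0% of those changed 2-fold and 95.5% of those changed 4-fold, with 7 false calls. For mTg and controls (11565 genes) these were 67.2%, 92.5% and 98.5% with 7 false calls, and for Ex and mTg (11547 genes) 74.6%, 92.5% and 90.9% with 6.

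The comparisons, tests, gene lists and the rule for naming genes were fixed before the data were examined. Named are *Ppargc1a* in every library, and per comparison with controls the 10 largest rises and 10 largest falls (5 and 5 for Ex against mTg) among genes past the threshold with a mean of at least 1 FPKM in the higher group and no overlap between the groups, leaving out predicted genes, clone names and small RNAs. The rule adds up to 4 members of each list with the smallest p, the genes that the study names for this experiment, and the 6 genes with the smallest p in Ex against mTg among those of opposite sign and among exercise calls that differ from mTg. Some genes that the rule would name are not reported here. A gene outside this rule is said to have been chosen after its values were seen. Alternatives covered the pseudocount, the filter on low values, the scaling between libraries, the limma model, a block for the replicate number, the threshold, the set test, the myosin denominator and scale, and each library left out in turn. After the data were seen, limma voom on the recovered reads and a common scale for control and mTg columns were added. The authors' deposited tables were used for the comparison of calls, for the depth, and for genes that the table of all libraries does not list.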

Results

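RNA-seq was performed on quadriceps muscle from 3 groups of mice, with 5 libraries per group. These were sedentary controls, mice exercised by weeks of voluntary wheel running per the study's methods (Ex), and mTg mice. The mTg mice carry a muscle-specific transgene for the coactivator PGC1α, encoded by *Ppargc1a*. Each library has a replicate number, 1 to 5, within its group. Values were FPKM for 12529 genes, of which 11674 reached a mean of 0.5 FPKM over the 15 libraries and were tested. The reads assigned to the listed genes, recovered from the FPKM, were 16149430 ± 467206 in controls, 15585560 ± 995646 in Ex and 13329846 ± 1386902 in mTg (SD, n = 5 each). Read numbers were lower in mTg than in controls (exact two-sided permutation test, p = 0.00794, the smallest this design can give; adjusted p = 0.0179 over 9 library-level tests) and did not differ detectably between Ex and controls (p = 0.294, exact permutation test). The 10 most abundant genes held 32.9% ± 0.553 of the summed FPKM in controls, 29.4% ± 0.873 in Ex and 23.6% ± 0.661 in mTg (SD, n = 5). In the following, fold changes are on the log2(FPKM + 1) scale, which understates the change of weakly expressed genes, errors of fold changes are standard errors, errors of levels are SDs over 5 libraries, and adjusted p-values are Benjamini-Hochberg values from limma.

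The transgene was examined in every library. *Ppargc1a* measured between 50.1 and 56.8 FPKM in the mTg libraries, and between 5.06 and 12.5 FPKM in controls. The mean was 53.8 ± 2.84 FPKM in mTg against 7.50 ± 3.04 in controls (log2 fold change 2.75 ± 0.17, adjusted p = 5.59e-08; exact permutation p = 0.00794, the smallest possible with n = 5 per group). In Ex the mean was 6.31 ± 0.938 FPKM, which the test did not separate from controls (log2 fold change -0.16 ± 0.19, adjusted p = 0.621). *Ppargc1a* lies on chromosome 5 at 51454250 to 51567726 (mm10), and reads of the transgene and of the endogenous gene are counted together in its value.

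Exercise changed genes in both directions. The largest increases were in *Sln*, encoding sarcolipin, an inhibitor of the sarcoplasmic reticulum calcium pump (4.50 ± 1.83 FPKM in controls, 99.9 ± 63.9 in Ex; log2 fold change 4.09 ± 0.32; 212 FPKM in Ex replicate 1 and at most 87.8 in the others), *Csrp3*, encoding muscle LIM protein (2.62 ± 0.33), and the M-band gene *Myom3* (2.34 ± 0.17). The small heat shock protein gene *Hspb7* (1.89 ± 0.19), the myosin heavy chain IIa gene *Myh2* (1.87 ± 0.11), the LIM domain gene *Fhl1* (1.85 ± 0.14) and the slow regulatory myosin light chain *Myl2* (1.81 ± 0.26) rose as well, as did *Ttc9* (1.87 ± 0.12), *Smtnl1* (1.67 ± 0.07) and the HIF prolyl hydroxylase gene *Egln3* (1.67 ± 0.14). Decreases were smaller. The largest were in *Nnat* (-1.33 ± 0.24), the extracellular glutathione peroxidase *Gpx3* (201 ± 36.1 FPKM in controls, 105 ± 20.5 in Ex; -0.93 ± 0.15), the cAMP phosphodiesterase *Pde7a* (-0.80 ± 0.14) and the iron exporter *Slc40a1* (-0.80 ± 0.08). *Cpeb1*, *Snai3*, *Tigar*, *Eif4ebp1*, *Fam57b* and *Penk* fell by between 0.66 and 0.77. The highest adjusted p among these 20 genes was 0.0197.

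In all, 1215 genes changed with exercise, 629 higher and 586 lower, and 142 of them changed by over 1.5-fold (111 higher, 31 lower). When each library was rescaled to the same sum (TPM), 1225 genes were higher and 208 lower. With each library scaled by its median ratio to the geometric mean over libraries (median-of-ratios), 637 were higher and 562 lower. With limma voom on reads these were 634 and 584. The all-gene median log2 fold change was -0.0056 as deposited, 0.078 after TPM and -0.0022 with median-of-ratios. The summed FPKM was lower in Ex (435848 ± 13098) than in controls (465949 ± 18858; exact permutation p = 0.0238, adjusted p = 0.0357). The count fell to 755, 765 and 767 without control replicate 4, control replicate 3 and Ex replicate 3, respectively, and was 1321 without control replicate 5, which stood apart from the other controls in 113 genes.

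Fiber type genes moved in opposite directions. Of 15 slow oxidative fiber genes, 12 rose and none fell (15 rose when adjusted over the list alone), with a median log2 fold change of 1.36 (camera, adjusted p = 6.72e-16; adjusted p = 0.166 with an estimated correlation). They included *Myh2*, *Fhl1*, the oxygen-binding protein gene *Mb* (1820.5 ± 286 FPKM in controls, 3888 ± 546 in Ex) and the Z-disc gene *Myoz2* (1.42 ± 0.15). Of these, *Myh2* is the IIa isoform, so the list is not of slow fibers alone. The cardiac and slow myosin gene *Myh7* went from 35.8 ± 15.2 to 78.7 ± 18.7 FPKM (1.21 ± 0.29, adjusted p = 0.0213), a call lost without Ex replicate 2 or 4 (adjusted p = 0.0543 and 0.0506). Of 15 fast glycolytic fiber genes, 11 fell and none rose (12 fell adjusted over the list alone; median -0.31; camera, adjusted p = 1.23e-08; adjusted p = 0.261 with an estimated correlation), among them *Myh4* (-0.43 ± 0.07), *Mybpc2* (-0.36 ± 0.06), *Tpm1* (-0.41 ± 0.07) and *Tnnt3* (-0.34 ± 0.07). Part of both fiber lists names genes that the study discusses from these samples, so their direction is not independent evidence.

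Fiber composition at the mRNA level was compared through the share of each adult myosin heavy chain isoform in the summed FPKM of *Myh1*, *Myh2*, *Myh4* and *Myh7*. *Myh4*, the IIb isoform, made up 90.3% ± 0.821 of the sum in controls, 74.3% ± 3.32 in Ex and 68.0% ± 2.89 in mTg (SD, n = 5). *Myh2* made up 2.70% ± 0.253 in controls, 11.0% ± 1.80 in Ex and 3.34% ± 0.847 in mTg. The IIx isoform *Myh1* rose from 6.63% ± 1.09 in controls to 13.9% ± 1.95 in Ex and 28.4% ± 2.32 in mTg. *Myh7* held 0.326% ± 0.127, 0.803% ± 0.166 and 0.299% ± 0.156, respectively. All 4 shares differed between Ex and controls and between Ex and mTg (exact two-sided permutation tests, p = 0.00794 each, the smallest possible; adjusted p = 0.00952 over 12 tests). In mTg the shares of *Myh4* and *Myh1* differed from controls at the same p, whereas those of *Myh2* (p = 0.159, adjusted p = 0.173, exact permutation test) and *Myh7* (p = 0.794) did not pass; without mTg replicate 2 the *Myh2* share passed, with a difference of 0.960 percentage points (adjusted p = 0.0106). *Myh1*, *Myh2* and *Myh4* lie near each other on chromosome 11, between 67171027 and 67260446 (mm10), and *Myh7* on chromosome 14 at 54970684 to 54994626. These coding sequences are similar, and how reads that match several isoforms were assigned is not given in the sources used here.

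**Figure D1:**
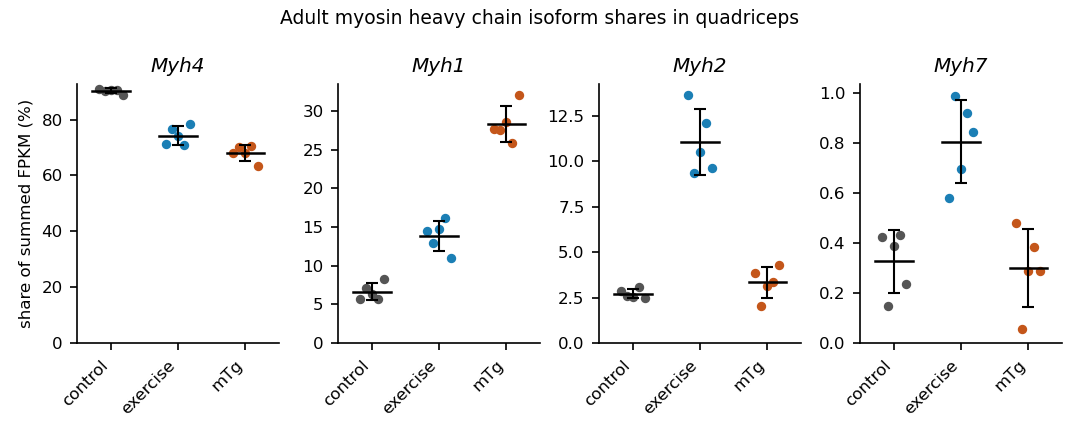
Share of each adult myosin heavy chain isoform (*Myh1*, *Myh2*, *Myh4*, *Myh7*) in their summed FPKM, in percent (vertical axis), for control, exercise and mTg libraries; points are libraries, horizontal lines are means and bars are SDs (n = 5). *Myh4* falls from a mean of 90.3% in controls to 74.3% in Ex and 68.0% in mTg, while *Myh2* is highest in Ex and *Myh1* in mTg.

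Fatty acid oxidation genes rose together in exercised muscle. Of 21 genes, 15 rose and none fell (17 adjusted over the list alone; median 0.27; camera, adjusted p = 2.83e-13; adjusted p = 0.208 with an estimated correlation), with *Etfa* (0.40 ± 0.04), *Acadvl* (0.41 ± 0.05), *Acadl* (0.35 ± 0.04) and *Hadhb* (0.36 ± 0.04) at the smallest p. Lipid uptake and storage genes rose in 8 of 21 cases (9 adjusted over the list alone; camera, adjusted p = 1.43e-04; adjusted p = 0.166 with an estimated correlation), including the fatty acid carrier *Fabp3* (1.12 ± 0.09), *Dgat2* (0.76 ± 0.10), *Lpl* (0.39 ± 0.07) and *Cd36* (0.38 ± 0.07). In contrast, glycogen genes fell in 8 and rose in 2 of 14 cases (the same counts adjusted over the list alone; camera, adjusted p = 0.00366; adjusted p = 0.322 with an estimated correlation), the phosphorylase kinase subunits *Phkb* (-0.32 ± 0.05), *Phkg1* (-0.37 ± 0.06) and *Phka1* (-0.37 ± 0.07) among them. Of 17 glycolysis genes 5 fell and 1 rose (9 fell and 1 rose adjusted over the list alone; camera, adjusted p = 0.00186; adjusted p = 0.501 with an estimated correlation); *Gpd2* (-0.48 ± 0.06) and the lactate transporter *Slc16a3* (-0.59 ± 0.12) fell and *Pdk1* (0.50 ± 0.05) rose. The ketone body enzyme gene *Bdh1* rose by 1.41 ± 0.16, while its list of branched-chain amino acid and ketone genes did not pass (adjusted p = 0.920).

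Genes of the respiratory chain changed little with exercise. In the complex I list 3 of 35 genes rose (3 adjusted over the list alone), among them *Ndufb3* (0.38 ± 0.05). In the complexes II and III list 2 of 14 rose (4 adjusted over the list alone), among them *Sdhb* (0.22 ± 0.05), and in the complex IV list 1 of 16, *Cox19* (0.26 ± 0.07; 0 adjusted over the list alone). In the ATP synthase and tricarboxylic acid (TCA) cycle lists limma called 0 of 15 and 0 of 17 genes (0 and 2 adjusted over the list alone, 4 and 5 higher at an unadjusted p under 0.05, 1 and 2 higher with limma voom on reads). As lists, these 5 passed camera upward with adjusted p between 0.00275 and 0.0491; with an estimated correlation their adjusted p lay between 0.501 and 0.812. The complex I, complex IV, ATP synthase and TCA cycle calls were each lost without control replicate 1 or 2 or Ex replicate 2 or 5, all but the TCA cycle call without control replicate 3 and the complex IV call without Ex replicate 1 (adjusted p from 0.0576 to 0.327). Mitochondrial ribosome genes rose in 5 of 37 cases (7 adjusted over the list alone), such as *Mrps35* (0.26 ± 0.06), and fell short as a list (adjusted p = 0.0526); the list passed without control replicate 4 or 5 or Ex replicate 1 or 3 (adjusted p from 0.00297 to 0.0491) and after rescaling to TPM (adjusted p = 3.27e-04).

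Among regulators, the estrogen-related receptor genes *Esrrg* (0.90 ± 0.10) and *Esrrb* (0.53 ± 0.10) rose and the retinoid X receptor genes *Rxrg* (-0.38 ± 0.05) and *Rxra* (-0.31 ± 0.05) fell with exercise; 2 of 21 nuclear receptor and cofactor genes rose and 2 fell (5 and 3 adjusted over the list alone; camera, adjusted p = 0.585). Of the 24 regulators that the study names, 3 rose and 8 fell (4 and 11 adjusted over the list alone, which is not independent evidence, as the study chose them on these samples; camera, adjusted p = 0.0526, and from 0.0267 to 0.0430 without control replicate 3 or 4 or Ex replicate 5). *Nfkb2* (0.62 ± 0.07) and *Stat5a* (0.47 ± 0.10) were higher and *Mef2a* (-0.23 ± 0.05, adjusted p = 0.0141) lower, the last not after rescaling to TPM (adjusted p = 0.157). *Jun* was lower (-0.51 ± 0.13, adjusted p = 0.0284) but fell short without control replicate 1 or 2 or Ex replicate 1, 2 or 3 (adjusted p from 0.0591 to 0.0710) and after rescaling to TPM (adjusted p = 0.0542). *Myod1* (-0.39 ± 0.15), *Myog* (0.23 ± 0.13) and *Tbx15* (-0.21 ± 0.07) did not pass.

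Part of the vascular genes were higher in exercised muscle. Of 14 endothelial markers 4 rose and none fell (4 adjusted over the list alone; camera, adjusted p = 2.05e-04; adjusted p = 0.208 with an estimated correlation), namely *Esam* (0.36 ± 0.06), *Tie1* (0.32 ± 0.06), *Cdh5* (0.40 ± 0.10) and *Pecam1* (0.24 ± 0.06). The calls of *Cdh5* and *Pecam1* were lost without control replicate 3 or 4 or Ex replicate 1, 2 or 3, and that of *Pecam1* without Ex replicate 4 (adjusted p from 0.0519 to 0.0743). By qPCR of markers, vascular cells included, the study reported no change in the cell composition of exercised muscle. The mean log2 deviation of the endothelial list from the average of all libraries was highest among Ex libraries in replicate 1 (0.149; at most -0.0582 in the others), without which the list passed with a median of 0.144 (adjusted p = 0.00170). In the list of angiogenic factors and related genes, 6 of 17 rose (7 adjusted over the list alone, camera adjusted p = 0.0105, and adjusted p = 0.208 with an estimated correlation). Among them were *Fndc5* (0.45 ± 0.06), *Angpt1* (0.52 ± 0.10) and *Spp1* (0.43 ± 0.10). In contrast, *Vegfa* measured 71.0 ± 5.82 FPKM in Ex and 72.2 ± 11.2 in controls (-0.01 ± 0.10, adjusted p = 0.953). Extracellular matrix genes rose in 4 of 27 cases (7 adjusted over the list alone; camera, adjusted p = 0.0264; adjusted p = 0.794 with an estimated correlation), including the basement membrane collagens *Col4a1* (0.55 ± 0.10) and *Col4a2* (0.50 ± 0.08) and *Postn* (1.21 ± 0.22). This list call was lost without control replicate 1 or Ex replicate 2, 3 or 4 (adjusted p from 0.0576 to 0.264) and after rescaling to TPM (adjusted p = 0.141). Limma called 0 of 13 macrophage markers (0 at an unadjusted p under 0.05, 0 with limma voom on reads, and 0 adjusted over the list alone); *Adgre1* and *Itgam* measured 1.19 ± 0.134 and 0.844 ± 0.260 FPKM in Ex and 1.35 ± 0.258 and 0.884 ± 0.185 in controls. Schwann cell markers were lower as a list (median of 9 genes -0.15; camera, adjusted p = 0.0484; adjusted p = 0.501 with an estimated correlation), with 0 members called by limma (0 adjusted over the list alone, 1 at an unadjusted p, 0 with limma voom), a call lost without control replicate 2, 3 or 4 or Ex replicate 1, 2, 4 or 5 (adjusted p from 0.0563 to 0.116).

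The mTg libraries differed from controls far more widely. The ranking below covers only tested genes. The authors listed 80 further genes as higher in mTg that lack values for all libraries and were not tested. Among them *Tmprss4*, chosen after its values were seen, measured 6.49 FPKM in mTg and 0.0111 in controls. The largest increases after the gene for adipogenin, *Adig* (7.04 ± 1.72 FPKM in controls, 66.8 ± 8.92 in mTg; log2 fold change 3.10 ± 0.14), and the transgene itself were in *Paqr4* (2.69 ± 0.08), *Tm6sf1* (2.59 ± 0.12), the mitochondrial carrier *Slc25a34* (2.38 ± 0.13), *Hsbp1l1* (2.38 ± 0.11) and *Cds1*, encoding a CDP-diacylglycerol synthase (2.37 ± 0.08). The lipid droplet protein gene *Plin5* (2.18 ± 0.12), *Plbd1* (2.16 ± 0.09) and *Nceh1*, encoding a neutral cholesterol ester hydrolase (2.16 ± 0.15), followed. The spermine oxidase gene *Smox* fell most (255 ± 143 FPKM in controls, 26.7 ± 13.3 in mTg; -3.18 ± 0.32), with *Odf3l2* (-2.84 ± 0.41), the serine protease *Htra4* (-2.84 ± 0.15), *Prkag3*, a regulatory subunit of AMP-activated protein kinase (-2.80 ± 0.14), *Mss51* (-2.67 ± 0.12) and the cardiac actin *Actc1* (-2.62 ± 0.24). *Igfn1* (-2.58 ± 0.27), the carbonic anhydrase *Car3* (-2.39 ± 0.19), *Chac1* (-2.36 ± 0.41) and the amino acid transporter *Slc38a4* (-2.35 ± 0.24) fell as well. The highest adjusted p among these 20 genes was 4.30e-04; *Smox* was apart in control replicate 5 (507 FPKM).

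In total 5302 genes changed in mTg, 2603 higher and 2699 lower, of which 950 and 561, respectively, changed by over 1.5-fold. The larger side depended on the scaling. After TPM 2657 genes were higher and 2264 lower. With median-of-ratios the counts were 2677 and 2571, and with limma voom on reads 2694 and 2618. The 80 genes without values for all libraries, all higher in mTg, are not in these counts. The mTg columns had been scaled by the authors in a separate normalization, in which the control values were 0.993 to 1.01 times those used here, and putting the columns on 1 scale gave 5302 genes.

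Energy metabolism genes rose broadly in mTg. All 35 complex I genes rose (median 0.95; camera, adjusted p = 3.48e-20; adjusted p = 0.141 with an estimated correlation), including *Ndufa10* (1.05 ± 0.06), *Ndufs8* (1.30 ± 0.08) and *Ndufb10* (1.35 ± 0.08), as did 14 of 14 genes of complexes II and III, such as *Sdhb* (1.34 ± 0.06) and *Uqcrfs1* (1.26 ± 0.07), 16 of 16 of complex IV, such as *Cox4i1* (1.27 ± 0.09), 14 of 15 of ATP synthase, such as *Atp5b* (1.22 ± 0.07), and 16 of 17 of the TCA cycle, such as *Dlat* (1.49 ± 0.07). These counts were the same adjusted over the list alone, and camera gave adjusted p of at most 9.43e-11 for each list; with an estimated correlation the adjusted p lay between 0.122 and 0.141. Mitochondrial ribosome genes rose in 30 of 37 cases (32 adjusted over the list alone; camera, adjusted p = 1.37e-14; adjusted p = 0.141 with an estimated correlation). All 21 fatty acid oxidation genes rose (median 1.09; camera, adjusted p = 3.90e-18; adjusted p = 0.138 with an estimated correlation), with *Acadvl* (1.78 ± 0.07), *Acaa2* (1.65 ± 0.07), *Slc25a20* (1.56 ± 0.08) and *Acadl* (1.55 ± 0.08) at the smallest p. Branched-chain amino acid and ketone genes rose in 11 and fell in 1 of 17 cases (14 rose and 1 fell adjusted over the list alone; camera, adjusted p = 1.12e-05; adjusted p = 0.141 with an estimated correlation), with *Oxct1* (1.07 ± 0.06) and *Hibadh* (0.84 ± 0.06). Lipid uptake and storage genes rose in 10 and fell in 2 of 21 cases (10 and 3 adjusted over the list alone; camera, adjusted p = 0.0136; adjusted p = 0.169 with an estimated correlation); besides *Plin5*, *Fabp3* (1.77 ± 0.12) and *Pnpla2* (0.90 ± 0.07) rose, and the lipogenic regulator *Srebf1* (-1.92 ± 0.15) fell. Among antioxidant genes 9 of 18 rose and 3 fell (the same counts adjusted over the list alone; camera, adjusted p = 0.0116; adjusted p = 0.302 with an estimated correlation), with the mitochondrial enzymes *Sod2* (1.56 ± 0.09) and *Prdx5* (1.46 ± 0.08) higher.

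Fast fiber genes and part of the carbohydrate genes fell in mTg. All 15 fast glycolytic fiber genes fell (the same number adjusted over the list alone; median -0.52; camera, adjusted p = 8.56e-08; adjusted p = 0.141 with an estimated correlation), such as the fast α-actinin *Actn3* (-1.27 ± 0.08), *Mylk2* (-1.49 ± 0.10), *Tpm1* (-0.94 ± 0.07) and *Myl1* (-1.02 ± 0.11). Slow oxidative fiber genes did not pass as a list (camera, adjusted p = 0.959; median -0.35, mean -0.05; without mTg replicate 2, the lowest mTg library in this list, median -0.0161 and adjusted p = 0.419): *Mb* (1.62 ± 0.11) and *Casq2* (1.35 ± 0.13) rose, *Myoz2* (-0.75 ± 0.23) fell, and the remaining 12 genes, with *Myl2* (-0.52 ± 0.42) and *Myh7* (-0.55 ± 0.46), were not called. These counts were the same adjusted over the list alone. Glycogen genes fell in 8 and rose in 3 of 14 cases (the same counts adjusted over the list alone; camera, adjusted p = 0.00650; adjusted p = 0.169 with an estimated correlation), with *Phkb* (-1.64 ± 0.07) and the muscle phosphorylase *Pygm* (-0.99 ± 0.07) lower. Glycolysis genes fell in 9 and rose in 1 of 17 cases (10 and 2 adjusted over the list alone; camera, adjusted p = 0.0116; adjusted p = 0.465 with an estimated correlation), the lactate dehydrogenase gene *Ldha* (-0.83 ± 0.09) among them.

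**Figure D2:**
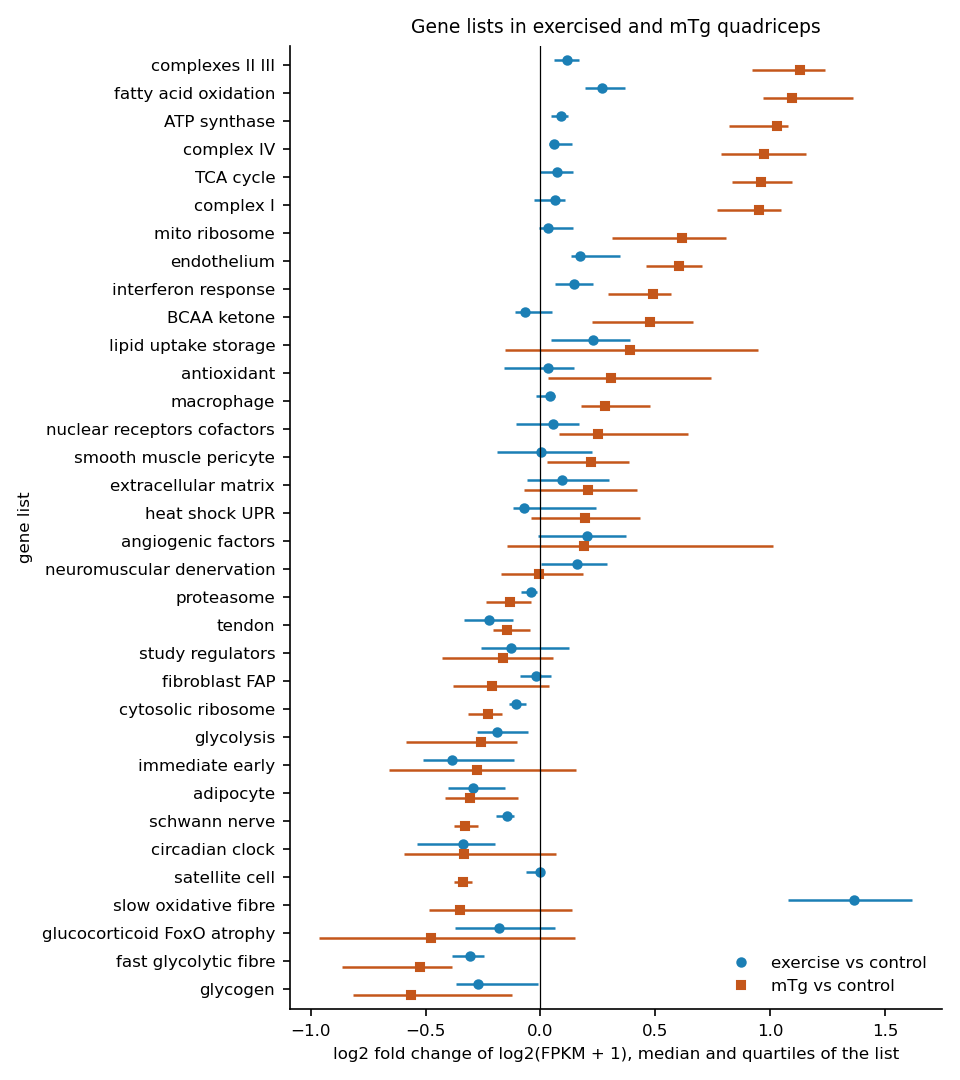
Median log2 fold change against control, on the log2(FPKM + 1) scale (horizontal axis), of the genes in each list fixed before the data were examined (vertical axis), for exercise (circles) and mTg (squares); bars span the lower to the upper quartile of the genes in a list. Fatty acid oxidation genes have a median of 0.27 in Ex and 1.09 in mTg, and slow oxidative fiber genes 1.36 and -0.35 (for mTg a mean of -0.05, and a median of -0.0161 without mTg replicate 2).

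Nuclear receptor and cofactor genes rose in 12 and fell in 2 of 21 cases in mTg (the same counts adjusted over the list alone; camera, adjusted p = 0.00520; adjusted p = 0.138 with an estimated correlation); this list includes the transgene itself. *Esrrb* (2.14 ± 0.08), *Esrra* (1.29 ± 0.08), *Sirt3* (1.45 ± 0.10) and *Esrrg* (0.43 ± 0.12) rose, and *Rxra* fell (-0.75 ± 0.06). Of the 24 regulators that the study names, 2 rose and 10 fell (3 and 11 adjusted over the list alone, again not independent evidence; camera, adjusted p = 0.0375, and 0.0513 without control replicate 2; adjusted p = 0.141 with an estimated correlation), with *Cpeb1* (-1.98 ± 0.08), *Nfatc2* (-0.72 ± 0.08) and *Jun* (-0.31 ± 0.09) lower and *Tbx15* at 94.8 ± 11.1 FPKM in mTg and 93.8 ± 7.73 in controls.

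Markers of other cell types moved with the mTg group. Endothelial markers rose in 11 of 14 cases (13 adjusted over the list alone; camera, adjusted p = 5.33e-05; adjusted p = 0.141 with an estimated correlation), with *Emcn* (0.85 ± 0.10), *Tie1* (0.80 ± 0.09) and *Pecam1* (0.64 ± 0.08). In the list of angiogenic factors and related genes, 8 of 17 rose and 2 fell (the same counts adjusted over the list alone, camera adjusted p = 0.00593, and adjusted p = 0.141 with an estimated correlation). Those that rose included *Vegfb* (1.47 ± 0.09) and *Vegfa* (72.2 ± 11.2 FPKM in controls, 124 ± 20.5 in mTg, log2 fold change 0.77 ± 0.13). Macrophage markers rose in 6 of 13 cases, the same number adjusted over the list alone (camera, adjusted p = 0.0130, and adjusted p = 0.474 with an estimated correlation). *Mpeg1* (0.79 ± 0.09), *Ctss* (0.72 ± 0.12) and *Cd68* (0.56 ± 0.10) were among them, while *Adgre1* (0.21 ± 0.11) and *Itgam* (0.20 ± 0.12) were not called. The study reported both of the latter as enriched in mTg muscle by qPCR. Both are weakly expressed here, where the log2(FPKM + 1) scale understates changes. Satellite cell markers fell in 6 and rose in 1 of 7 cases (the same counts adjusted over the list alone; camera, adjusted p = 0.0236; adjusted p = 0.223 with an estimated correlation), with *Cdh15* (-0.90 ± 0.09) and *Pax7* (-0.30 ± 0.07) lower; this list did not pass among genes with a mean of at least 1 FPKM (adjusted p = 0.115). Schwann cell markers fell in 6 of 9 cases (8 adjusted over the list alone; camera, adjusted p = 0.0128; adjusted p = 0.433 with an estimated correlation), with *Cnp* (-0.50 ± 0.10) among them. Fibroblast markers fell in 5 and rose in 1 of 12 cases without passing as a list (camera, adjusted p = 0.214), with *Pi16* (-0.83 ± 0.17) lower. Extracellular matrix genes rose in 9 and fell in 1 of 27 cases and did not pass either (adjusted p = 0.0984, but 0.0179 and 0.0148 without mTg replicate 1 or 2).

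To ask how far exercise and PGC1α change the same genes, the calls of both comparisons were set side by side. 817 genes were called in both, 67.2% of the exercise calls; 345 were higher in both and 388 lower in both, so that 733 genes, 89.7%, moved the same way. The remaining 84 moved oppositely. The mTg calls alone covered 5302 of the 11674 tested genes. Independent lists of these sizes would share 552 genes irrespective of direction, against the 817 found (Fisher's exact test, odds ratio 2.73, p = 9.74e-59, with genes not independent of each other). By direction they would share 140.3 genes higher and 135 genes lower in both. Both comparisons use the same controls. In 100 simulations with no group effects the highest number of genes called in both was 0 by limma (at an unadjusted p under 0.05 a median of 84 and a highest of 915, against 2055 in the real data), and the genes called in both in the real data had the same sign in a median of 68.4%. These genes were not called in the simulations, so 68.4% is not the share expected among genes called in both. With no genes changed, the adjusted test is built to call few genes in either comparison. The count of 0 therefore does not show how far shared controls raise the overlap when many genes change. With the controls split 2 against 3, each comparison had its own controls. The median over 20 splits was then 234 genes called in both, of which 90.5% moved the same way. Without control replicate 4, control replicate 3 and Ex replicate 3 the number called in both was 513, 518 and 543.

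Across all 11674 genes the log2 fold changes of Ex and mTg correlated with r = 0.397 (Spearman's rho = 0.437; across genes, which are not independent replicates). Shared controls alone gave a median r of 0.510 in the simulations. The covariance was 0.0342, against a median of 0.00543 and a maximum of 0.0163 in the simulations, and 0.0289 with split controls, where the median r was 0.313. Among genes called in both, the change was larger in mTg for 79.2%, and 350 of the 367 same-direction genes that also differed between Ex and mTg were changed more in mTg.

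**Figure D3:**
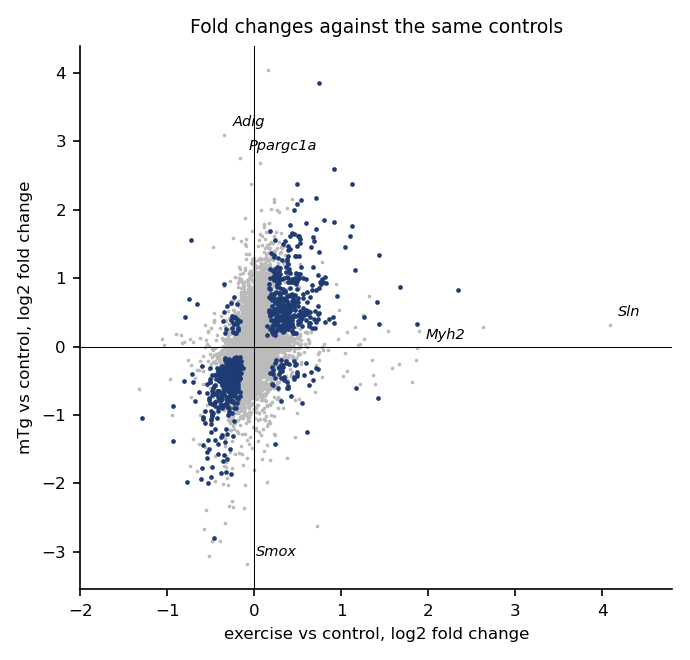
Log2 fold change against control in exercise (horizontal axis) and mTg (vertical axis), on the log2(FPKM + 1) scale; each point is 1 of 11674 tested genes, with the 817 genes called in both comparisons in dark color. Their fold changes have the same sign for 733 genes, and *Sln* and *Myh2* lie far to the right with a small change in mTg.

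A direct comparison of Ex with mTg, over the tested genes only, tested the difference between both effects. *Sln* (99.9 ± 63.9 FPKM in Ex, 5.90 ± 2.69 in mTg; log2 fold change 3.77 ± 0.31), *Actc1* (3.33 ± 0.44), *Smox* (3.10 ± 0.27), *Htra4* (2.45 ± 0.13) and *Odf3l2* (2.36 ± 0.29) were most in excess in Ex, and *Adig* (-3.44 ± 0.10), *Ppargc1a* (-2.92 ± 0.09), *Paqr4* (-2.62 ± 0.07), *Cds1* (-2.41 ± 0.07) and the peptide transporter family gene *Slc15a5* (-2.29 ± 0.15) in mTg. In all, 4827 genes differed, 2414 higher and 2413 lower in Ex (3038 and 1898 after rescaling to TPM). With median-of-ratios these were 2318 and 2473, and with limma voom on reads 2338 and 2474. Slow oxidative fiber genes were higher in Ex in 13 of 15 cases and lower in 1 (the same counts adjusted over the list alone; camera, adjusted p = 4.20e-05; adjusted p = 0.319 with an estimated correlation), with *Fhl1* (2.04 ± 0.17), *Myoz2* (2.17 ± 0.19) and *Myh2* (1.88 ± 0.18). All 35 complex I genes were lower in Ex than in mTg (camera, adjusted p = 1.20e-22; adjusted p = 0.144 with an estimated correlation).

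Of the 84 genes called with opposite signs, 54 were higher in Ex and lower in mTg and 30 the reverse, and all 84 differed between Ex and mTg. Such a difference is nearly given by the selection, as these genes were called on opposite sides of the same controls. Those with the smallest p were the kinase gene *Srpk3* (0.23 ± 0.05 in Ex, -1.43 ± 0.08 in mTg), *Pcp4l1* (0.54 ± 0.12, -0.82 ± 0.13), the phosphatase *Dusp18* (0.61 ± 0.12, -1.24 ± 0.12), the myosin light chain *Myl6b* (1.16 ± 0.09, -0.61 ± 0.11), *Slc15a5* (-0.73 ± 0.16, 1.56 ± 0.18) and the NF-κB subunit *Relb* (0.42 ± 0.11, -0.73 ± 0.12). A further 398 genes were called in Ex and not in mTg, and for 237 of these the difference itself passed, 162 higher and 75 lower in Ex than in controls; for the other 161 it was not shown. *Sbk2* (1.01 ± 0.18), *Egln3*, *Sln*, *Adprhl1* (1.26 ± 0.09), *Fhl1* and the ubiquitin hydrolase gene *Uchl1* (1.58 ± 0.14) had the smallest p among them. This number moved by over 1.5 times without Ex replicate 1 (150), Ex replicate 3 (143), Ex replicate 4 (151) or control replicate 4 (156).

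The authors' deposited tables of changed genes, made with a count test on the same libraries, are not independent of these values. The authors' deposited table for exercise shared 1155 genes with the 1215 calls made here, 77.2% of its 1497 genes that were tested, and the authors' deposited table for mTg shared 5105, 96.2% of 5308. Fold changes correlated across the genes listed with r = 0.972 and 0.973, with 0 genes of opposite sign in either comparison.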

Values the study reported

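By the study's own count, with a p-value under 0.05 (FDR-adjusted per its methods), quadriceps of exercised mice had 779 genes up and 783 down. In mTg quadriceps it reported 2,843 genes with higher and 2,739 with lower expression. Of 1,021 genes regulated by exercise that were also affected in mTg muscle, 906 (89%) moved the same way in both models according to the study, and 115 were controlled oppositely. The count of transcripts that changed in exercised mice and not in mTg was 541.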

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

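The counts over other splits of the libraries, the test of a mislabelled control library, the test of a smaller share of muscle RNA, the thinning test for macrophage markers and the criterion for genes in which control replicate 5 stood apart were chosen only after the results were seen.

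A library was taken to stand apart from the other 4 of its group when its gap to the nearest of them, over the range of the group, was above 0.71 (Dixon's critical value for 5). This held for 33 of 642 series of 5 values, 5.14%, and chance gives about 1 in 20. In control replicate 5, *Actn3* measured 3126 FPKM, *Bdh1* 22.7, *Dlat* 62.3, *Mb* 2324, *Sbk2* 66.9, *Smox* 507, *Wdfy1* 4.48, *Cryab* 693, *Chrne* 11.5 and *Ide* 43.5 FPKM; *Actn3*, *Chrne* and *Ide* lay below the other controls and the rest above. Control replicate 2 was lowest in *Mybpc2* (1612 FPKM) and *Phkg1* (275 FPKM), and control replicate 4 highest in *Odf3l2* (48.2 FPKM) and *Zfp36* (22.1 FPKM), with control replicate 2 also apart in *Cidea* (2.83 FPKM). Among Ex libraries, replicate 1 was highest in *Esrrb* (3.82 FPKM), *Fbxo32* (88.5 FPKM) and *Sln* (212 FPKM), replicate 2 in *Rxrg* (24.3 FPKM), and replicate 5 in *Myod1* (10.9 FPKM) and *Tigar* (45.4 FPKM). Among mTg libraries, replicate 1 was highest in *Acadvl* (736 FPKM) and *Mylk2* (264 FPKM), replicate 2 highest in *Abcc9* (37.4 FPKM), *Car3* (324 FPKM), *Chac1* (18.8 FPKM) and *Sln* (10.6 FPKM) and lowest in *Myoz2* (17.3 FPKM), replicate 3 highest in *Egln3* (16.9 FPKM) and replicate 4 lowest in *Cds1* (6.80 FPKM). The mean log2 deviation of a list from the average of all libraries was apart for endothelial markers in Ex replicate 1 (0.149), heat shock genes in Ex replicate 4 (0.231) and slow oxidative fiber genes in mTg replicate 2 (-1.47). The authors' deposited table for exercise holds 15 genes, and the authors' deposited table for mTg 80 genes, that the table of all libraries does not list and that the comparisons here did not use; all were higher than in controls.

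Other splits of the same libraries did not give such numbers of genes. Of 100 splits of the 10 libraries of each comparison, the real one included, 1 gave as many genes as the real one, which is the real split itself. The real splits gave 1215 genes for Ex against controls, 5302 for mTg against controls and 4827 for Ex against mTg, and the highest of the others 7, 6 and 3. A grouping at random is argued against for all 3, with 1 of 100 the smallest share these splits can give. The other splits mix both groups, so their low counts are no rate of false calls. Nor can splits separate the treatment from other traits shared by the libraries of a group.

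Control replicate 5 stood apart in 113 tested genes with a range over 0.5 on the log2 scale, against 5 to 14 genes in the other controls, 3 to 30 in Ex and 9 to 50 in mTg libraries. A mislabelled mTg library is argued against by its *Ppargc1a*, at 5.06 FPKM with a lowest mTg value of 50.1. A genetic background shared with mTg mice stays open: the change of control replicate 5 correlated with the mTg change across genes with r = 0.235 (genes are not independent replicates; -0.0383 to 0.117 in the other controls), but its genes formed 33 pairs within 5000000 bases against a median of 37 in 10000 random draws (p = 0.736, permutation test), and of the candidates for strain variants *Ide* (43.5 FPKM; 38.1 to 55.0 in mTg, 63.0 to 65.3 in the other controls) and *Wdfy1* (4.48 FPKM; 1.81 to 5.49 in mTg, 1.90 to 2.22 in the other controls) lay in the mTg range (for *Wdfy1* this range includes the other controls), and *Nnt* (5.98 FPKM; 6.49 to 22.4 in mTg, at least 7.82 in the other controls) lay below both. Harvest time or handling stays open too, since in the clock, immediate early and glucocorticoid lists its largest ratio of gap to range was 0.185 while its immediate early score (0.128) lay below those of the other controls (lowest 0.159). These explanations cannot be told apart with 1 such library, and no biological explanation beyond them was tested.

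Endothelial and macrophage markers were higher in mTg than in controls. A smaller share of muscle fiber RNA that raises markers of every other cell type alike is argued against by the Schwann cell list, whose median log2 change was -0.327. With limma voom on reads, 5 Schwann cell markers fell and 0 rose. Satellite cell markers fell in 6 cases and rose in 1, and fibroblast markers fell in 5 and rose in 2. In contrast, 6 smooth muscle and pericyte markers rose and 1 fell. A smaller share beside separate falls in some cell types is therefore not excluded. The lower read number of the mTg libraries is argued against by thinning every library to the 11475817 reads of the shallowest one. After this 12 endothelial markers were called higher, all 11 called before among them, with *Cldn5* newly called (adjusted p = 0.0557 before, 0.0442 after). Of the 6 macrophage markers called before 4 were called after thinning. The calls of *Mrc1* (0.28 ± 0.09 before, 0.22 ± 0.09 after, adjusted p = 0.0566) and *Lyz2* (0.40 ± 0.15 before, 0.39 ± 0.15 after, adjusted p = 0.0567) ended with a change smaller by less than 1 standard error, and these genes and *Cldn5* were chosen after their values were seen. The median change of the macrophage list was 0.281 before and 0.224 after thinning, with a lower quartile of 0.161. More endothelial cells and macrophages in mTg muscle, or a change of these genes within them, may underlie the pattern, as a hypothesis that bulk RNA does not resolve.

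Mitochondrial lists were higher in mTg. That a few abundant genes took fewer of the reads in mTg is argued against by leaving out the 11 genes that were among the 10 most abundant of any library and rescaling the rest: the median log2 change of complex I genes was 0.80, with an all-gene median of -0.137. Under the same rescaling the medians were 0.98 for complexes II and III, 0.82 for complex IV, 0.88 for ATP synthase, 0.81 for the TCA cycle and 0.94 for fatty acid oxidation. The fast fiber list lost 7 of its 15 genes, and the median of the remaining 8 was -0.94, against -0.79 for the same genes as deposited and -0.52 for the whole list. A response to the transgene remains the hypothesis that the design names, and no other technical explanation was tested for it.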

How the results depend on the processing

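The fits on recovered whole reads and with control and mTg columns on a common scale were chosen only after the data were seen, and all other alternatives were planned. None of the alternatives run reversed the sign of a called result. Counting each result under each alternative once, 298 values of the main results stayed on their side of the threshold, or within 1.5 times for a count, and 19 moved, 3 fell short and 1 newly passed. For gene lists 1977 stayed, 124 fell short and 41 newly passed, and for named genes 10799 stayed, 102 newly passed and the rest fell short.

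With each library left out in turn, the number of genes changed ranged from 755 to 1442 for Ex, from 4697 to 5358 for mTg and from 4254 to 4911 for Ex against mTg. Genes called in both ranged from 513 to 959, their same-direction share from 89.1% to 91.1%, the correlation of fold changes from 0.384 to 0.431, and exercise calls that differ from mTg from 143 to 275. Lists passing ranged from 14 to 22 for Ex, 22 to 24 for mTg and 17 to 19 for Ex against mTg. The log2 change of *Ppargc1a* in mTg lay between 2.65 and 2.94, the *Myh4* share difference between -17.1 and -15.2 percentage points for Ex and -22.9 and -21.2 for mTg, and the *Myh2* share difference between 7.70 and 8.77 for Ex and 0.400 and 0.960 for mTg.

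A fold change over 1.5 as a further criterion left 142 genes for Ex, 1511 for mTg and 1278 for Ex against mTg, and an unadjusted p gave 3110 for Ex. With an estimated correlation 0 of 34 lists passed camera for Ex, 0 for mTg and 0 for Ex against mTg (at an unadjusted p under 0.05, 6, 10 and 8), against 20, 22 and 19 with the preset correlation. With split controls, and so fewer libraries, a median of 234 genes was called in both and r was 0.313. Scaling to TPM kept 836 of the 1215 Ex calls, 4796 of the mTg calls and 4312 of those of Ex against mTg.

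With the replicate number as a block, limma called 1039, 5076 and 4414 genes for the 3 comparisons and 686 in both, but no source says that a number pairs the libraries. Deviations from the group means correlated best with the library of the same number for 1, 1 and 0 of the 5 numbers, with r between -0.216 and 0.189. Under this block the *Myh4* share differences of -16.1 for Ex and -22.3 for mTg and the *Myh2* share difference of 8.34 for Ex had an adjusted p of 0.075 (exact sign-flip test), a test in which 5 differences cannot pass the threshold. Where no cause is given here, the cause was not tested. Small changes are missed in part: in simulated data 64.2% of genes changed 1.5-fold were found for Ex against controls (11553 genes).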

Other observations

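All lists in this part were fixed before the data were examined, and only the look at genes listed in the authors' comparison tables alone was chosen after the data were seen.

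Clock and immediate early genes were lower in exercised muscle as lists. Of 16 clock genes 1 fell and none rose (the same counts adjusted over the list alone; median -0.34; camera, adjusted p = 0.00424; adjusted p = 0.244 with an estimated correlation), and of 14 immediate early genes 2 fell (5 adjusted over the list alone; median -0.38; camera, adjusted p = 0.00424; adjusted p = 0.208 with an estimated correlation). The clock output gene *Hlf* fell by 0.60, a call lost without control replicate 1, 3, 4 or 5 or Ex replicate 1, 2 or 4 (adjusted p from 0.0504 to 0.0801). In mTg 6 clock genes fell, such as *Cry2* (-0.61 ± 0.12) and *Nr1d1* (-0.62 ± 0.16), and 1 rose, while 6 immediate early genes fell, with *Nr4a1* (-1.47 ± 0.16) and *Zfp36* (-0.74 ± 0.17), these counts being the same adjusted over the list alone. Neither list passed camera in mTg (adjusted p = 0.212 and 0.112), the second except without mTg replicate 4 (adjusted p = 0.0375). Glucocorticoid and FoxO targets fell in 9 and rose in 2 of 17 cases in mTg (10 and 2 adjusted over the list alone; camera, adjusted p = 0.0579), with the ubiquitin ligase genes *Trim63* (-1.13 ± 0.07) and *Fbxo32* (-0.86 ± 0.18) and with *Cdkn1a* (-0.96 ± 0.18). This list passed without control replicate 1 or 2 or mTg replicate 2 (adjusted p from 0.0144 to 0.0491) and after rescaling to TPM (adjusted p = 0.0365). With exercise *Trim63* fell (-0.50 ± 0.09) and *Ampd3* rose (0.31 ± 0.06), and the list passed only after rescaling (adjusted p = 0.380 as deposited, 0.0486 rescaled).

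Interferon response genes rose in 14 of 19 cases in mTg (15 adjusted over the list alone; median 0.49; camera, adjusted p = 3.35e-04; adjusted p = 0.141 with an estimated correlation), among them *Irgm1* (0.42 ± 0.07) and *Irf7* (0.62 ± 0.11). With exercise 2 rose (4 adjusted over the list alone; camera, adjusted p = 0.00224; adjusted p = 0.346 with an estimated correlation). Neuromuscular junction and denervation genes rose in 4 of 16 cases with exercise (the same number adjusted over the list alone; camera, adjusted p = 0.00436; adjusted p = 0.292 with an estimated correlation), with *Lrp4* (0.38 ± 0.06), *Ncam1* (0.48 ± 0.09) and the acetylcholine receptor subunit *Chrnb1* (0.44 ± 0.09), whereas in mTg 3 rose and 4 fell (4 and 4 adjusted over the list alone; camera, adjusted p = 0.743), with *Ache* (-0.44 ± 0.07), *Chrne* (-0.43 ± 0.09) and *Musk* (-0.51 ± 0.12) lower. Heat shock and unfolded protein response genes passed in neither comparison (adjusted p = 0.959 and 0.202): with exercise 2 of 22 rose, *Hspb7* and *Cryab* (0.62 ± 0.14), and 1 fell (2 and 3 adjusted over the list alone; median -0.07, mean 0.09), and in mTg 7 rose and 2 fell (the same counts adjusted over the list alone), with *Ddit3* (0.81 ± 0.18) higher. Antioxidant genes did not pass with exercise (adjusted p = 0.904), where 2 of 18 rose, *Cat* (0.42 ± 0.08) and *Prdx2* (0.38 ± 0.07), and 2 fell (3 and 2 adjusted over the list alone; median 0.03, mean -0.04).

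Cytosolic ribosome genes were lower as a list in both comparisons. In mTg 18 of 33 fell and 1 rose (19 and 2 adjusted over the list alone; median -0.23; camera, adjusted p = 2.31e-04; adjusted p = 0.469 with an estimated correlation), with *Rpl4* (-0.53 ± 0.06) and *Rps20* (-0.61 ± 0.10), and with exercise 3 fell (the same number adjusted over the list alone; median -0.11; camera, adjusted p = 7.43e-05; adjusted p = 0.501 with an estimated correlation). Limma called 0 of 26 proteasome genes with exercise (0 adjusted over the list alone, 2 lower at an unadjusted p under 0.05, 0 with limma voom; camera, adjusted p = 0.114, and 0.00517 without control replicate 2), and in mTg 8 fell and 2 rose (the same counts adjusted over the list alone; camera, adjusted p = 0.0563, and from 0.0132 to 0.0344 without control replicate 2 or mTg replicate 1 or 3), with *Psmd4* (-0.49 ± 0.08) lower. Adipocyte markers did not pass in either comparison (adjusted p = 0.298 for Ex, but 0.0146 without control replicate 3 and 0.0282 after rescaling, and 0.937 for mTg): with exercise 1 of 10 fell, and in mTg 2 rose, *Cidea* (2.02 ± 0.21) and *Fabp4* (0.47 ± 0.10), the same counts adjusted over the list alone. Smooth muscle and pericyte markers rose in 3 and fell in 2 of 12 cases with exercise (3 and 3 adjusted over the list alone; camera, adjusted p = 0.920), with *Acta2* (-0.59 ± 0.10) and *Tagln* (-0.48 ± 0.08) lower, and rose in 6 and fell in 1 in mTg (the same counts adjusted over the list alone; camera, adjusted p = 0.131), with *Pdgfrb* (0.50 ± 0.09) higher and *Abcc9* (-0.63 ± 0.09) lower.

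Of 7 satellite cell markers 1 fell with exercise (the same number adjusted over the list alone; camera, adjusted p = 0.860). Limma called 0 of 12 fibroblast markers (0 adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 with limma voom; camera, adjusted p = 0.920) and 0 of 8 tendon markers with exercise (0 adjusted over the list alone, 2 lower at an unadjusted p, 0 with limma voom; camera, adjusted p = 0.0913, from 0.0210 to 0.0495 without control replicate 4 or Ex replicate 3 or 4, and 0.0145 after rescaling). In mTg 1 tendon marker fell, the transcription factor gene *Scx* (-0.90 ± 0.14; the same number adjusted over the list alone; camera, adjusted p = 0.314). The erythroid, neutrophil and lymphocyte lists had 1 tested member each: *Alas2* rose in mTg (0.71 ± 0.20) and measured 1.28 ± 0.239 FPKM in Ex and 1.45 ± 0.401 in controls, *Mmp9* was called in neither comparison (-0.24 ± 0.13 for Ex, -0.12 ± 0.17 for mTg), and *Cd74* rose in mTg (0.64 ± 0.14) and was lower in Ex (-0.27 ± 0.08, adjusted p = 0.0497), a call lost without control replicate 2, 3, 4 or 5 or Ex replicate 1, 2, 3 or 4 (adjusted p from 0.0633 to 0.104) and after rescaling to TPM (adjusted p = 0.173). Among candidates for strain variants *Nnt* rose in both comparisons (0.74 ± 0.10 for Ex, 0.85 ± 0.26 for mTg), *Ide* fell in mTg (-0.42 ± 0.12), and *Wdfy1* was called in neither, with between 1.81 and 5.49 FPKM in mTg and 1.90 to 4.48 in controls.

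Some genes stand only in the authors' comparison tables, and those named here were chosen after their values were seen. In the authors' deposited table for mTg, *Tmprss4* had 1020 recovered reads over the mTg libraries and 2 over the controls, *Chst8* 668 and 33, and *Map3k9* 659 and 38. In the authors' deposited table for exercise, *Rec8* had 141 recovered reads over the Ex libraries and 20 over the controls, and *Agrp*, encoding a neuropeptide, 121 and 6.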
